A study of Mus musculus with 12 samples. Its data were reported in "Neuregulin1 Nuclear Signaling Influences Adult Neurogenesis and Regulates a Schizophrenia Susceptibility Gene Network within the Mouse Dentate Gyrus" (2024).

How the data were processed

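Dentate gyri with the adjoining hilus and part of the molecular layer were dissected by hand from WT and V321L mice at postnatal day 70 after perfusion with saline, and poly-A RNA was sequenced as paired reads, as the study's methods describe. The authors trimmed reads with Trimmomatic, aligned them with HISAT2 to the mm10 assembly, assembled known and new genes with StringTie, inspected the assembly with gffcompare, and derived values per gene with IsoformSwitchAnalyzeR. Versions of these tools are not given in the sources used here. The strand setting of the counting is likewise not given, so that reads of overlapping and antisense genes may not be told apart, and genes with near-identical copies, such as ribosomal protein genes, carry the same doubt.

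The deposited count table holds estimated counts per gene, made by the authors without normalization, for 26791 genes and assembled loci, of which 7681 have no gene name. The estimated counts are mostly not whole and were rounded before use. Each of its 12 columns matched the label of 1 library, and 0 columns remained without a sample. A second deposited table holds log2 values that the authors made from CPM with an added constant of 2, cyclic loess normalization, batch correction with limma, a floor of 2.25 and an analysis of covariance with batch and sex. Of its 12276 genes with values, 8557 have 1 value per genotype, to a tolerance of 1e-08, and 3719 have more, at most 4. Within genotypes the values of all these genes vary in only 2 of 9 possible dimensions, so these log2 values are fitted and keep no residual spread between libraries. Genes with 1 value per genotype were used for the sign and size of differences, and the others were not. The methods state that 1 WT female with degraded 5′ ends was left out. The WT libraries labelled female are WT 55, WT 58 and WT 11. The second table has 5 WT and 6 V321L columns, 1 WT column fewer than the count table, so the left-out library is taken to be 1 of these 3. Its column names match no label and columns were matched by name only, so it was not assigned for the fits, and a test of which library it was stands among the closing observations. The plan made before the data were examined was to leave that library out of the fits if the columns showed which it was. Otherwise all 12 libraries were to be fitted. The column names do not show it, so all 12 libraries entered the fits. However, the sizes of the sets of equal columns, read after the values were seen, match the absence of WT 11 alone. Results without each single library are given.

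Groups were taken from the labels, which give genotype, sex and sequencing batch for each library. No number pairs libraries of different groups. The labels name the libraries as separate animals. Total counts lay between 14961084 and 44117480, correlations between pairs of libraries between 0.519 and 0.977, and 0 pairs of libraries were identical.

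Genes were filtered with filterByExpr on genotype, which left 21418 genes, 5901 of them loci without a gene name. Counts were scaled by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with genotype, batch and sex as terms. The effects within males, within females and within each batch were contrasts of fits to all libraries, which share 1 spread, and interactions were tested directly. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and at least 1.25-fold. These limits are modelled on the study's, which applied them to a p corrected for batch and sex, while the adjustment over genes is a choice made here. Fold changes are V321L over WT on the log2 scale, and their standard errors were computed as the fold change over the square root of F. CPM use TMM-scaled totals. Coordinates are those of the RefSeq annotation of mm10.

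Gene lists for cell types, complexes and pathways were fixed before the data were examined. Of 33 lists, 31 had at least 3 tested members, while pituitary hormones and mitochondrially encoded genes did not and were not tested. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists of a comparison, and beside it with an estimated correlation and with fry. A list score is the mean log2 CPM of its members, compared between genotypes by an exact permutation within batches. Genes were named by a rule fixed in advance. It took the 10 largest called increases and the 10 largest called decreases with a mean of at least 1 CPM and a gene name, the genes that the study names for the dentate gyrus, up to 4 members with the smallest p of each list described, and up to 5 called genes each way for sex. Genes outside the rule are said to be so, and 2 genes that the rule takes are not reported here. The counts of 10 genes, among them Calb1, Prox1, Synpr, Ezh2, Cit, Chrm5 and Nrg1, and of the most abundant genes had been seen before the tests of explanations were written.

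Alternatives were RLE and upper quartile scaling, no count filter, a filter of 1 CPM in 5 libraries, DESeq2 1.42.0, limma-voom, a log2 pipeline modelled on the study's, fits without batch, without sex or with neither, the CA1 list score as a covariate, an adjusted p under 0.05, no fold limit, robust dispersions and leaving out each library. Exchanging the sex labels of V321L 14 and 15, leaving both out, exchanging them while leaving out WT 11, and the list tests within batches without WT 11 were added after the data were seen. Each comparison was tested on simulated data drawn from the means and library sizes of the real genes, with 200 changed genes. The changed genes were taken only from those above a minimum mean count, and no batch effect was simulated. The recoveries therefore do not cover genes with low counts. For the genotype comparison, edgeR on 21080 simulated genes made 118 calls, 13 of them false, and recovered 20%, 28%, 70% and 92% of genes changed by 1.5, 2, 3 and 4-fold. For the interaction of genotype and sex it recovered 42% of those changed 4-fold, for the effect within males 78%, within females 76%, within batch 1 76% and within batch 2 82%. Figures were drawn with matplotlib 3.10.9.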

Results

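Poly-A RNA from the dentate gyrus, the part of the hippocampus whose granule cells (GCs) continue to form in adult life, was sequenced from mice at postnatal day 70. Neuregulin 1 (Nrg1) is a membrane-bound ligand of ErbB receptors, and the V321L substitution lies in its membrane-spanning segment and impairs its cleavage by γ-secretase. The series held 6 wild-type (WT) and 6 V321L libraries, each from a separate animal by its label, with 3 of each genotype labelled male and 3 labelled female. Each of the 2 sequencing batches held 3 libraries of each genotype. The deposited table gave estimated counts for 26791 genes and assembled loci, and 21418 of them were tested. Total counts ran from 32216805 in WT 50 to 44117480 in V321L 51 in batch 1, and from 14961084 in WT 11 to 30310956 in V321L 19 in batch 2. In each batch every V321L library was deeper than every WT library. The deepest WT library had 37425217 (WT 58) in batch 1 and 26560006 (WT 12) in batch 2. The shallowest V321L library had 40468483 (V321L 60) and 27872285 (V321L 15).

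The library WT 11, labelled female, stood apart from the other WT libraries. Its 10 most abundant features took 17.7% of its count, against 5.09 to 6.43% in the other WT libraries. Loci without a gene name took 32.9% of its count, against 10.3 to 13.5%, and its median correlation with the other WT libraries was 0.572, against 0.872 to 0.903. Among V321L libraries, V321L 19 had 14.6% of its count in its 10 most abundant features and 20.1% in unnamed loci, and V321L 14 had 8.75% and 14.6%, while their median correlations with their group were 0.886 and 0.896. All 12 libraries were kept, and the counts obtained without WT 11 are given beside the leading results. Transcripts of the sex chromosomes went against the sex label in 2 libraries of the same genotype. V321L 14, labelled male, had 3014 counts of Xist, which is transcribed from the inactive X chromosome, and 0 of the Y-linked Ddx3y, while V321L 15, labelled female, had 2 and 1350. In the other 10 libraries these genes went with the label.

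**Figure D1:**
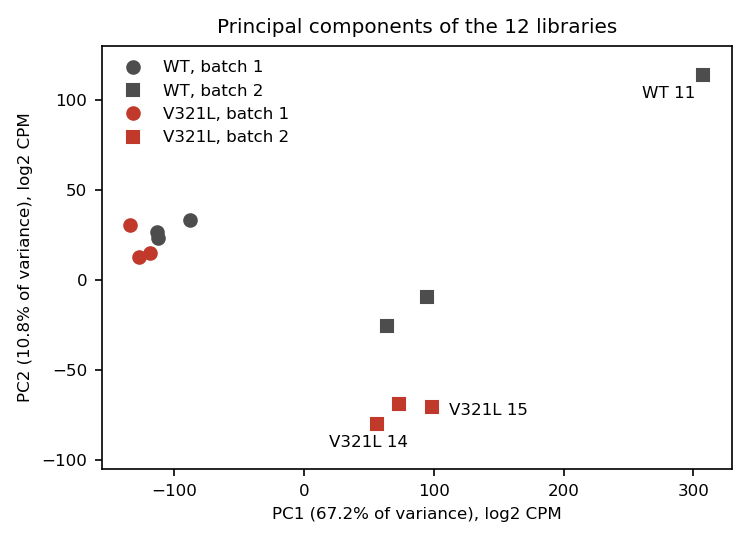
First and second principal component of log2 CPM for the 12 libraries, with the share of variance on each axis; colours give the genotype and symbols the sequencing batch. PC1, with 67.2% of the variance, parts the batches and sets WT 11 far from the rest.

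The first question was how the V321L substitution changes gene expression in the dentate gyrus. Markers of GCs fell in V321L mice. All 18 measured members of the GC identity list had a negative log2 fold change, with a median of −1.11, and 10 of them fell below the threshold over all genes tested (16 adjusted over the list alone). C1ql3, a secreted synaptic protein of GC axons, fell from 212 ± 42.0 CPM (SD, n = 6) to 89.8 ± 12.5 CPM, a log2 fold change of −1.23 ± 0.15 (SE; edgeR adjusted p = 0.0201). Rfx3, a transcription factor, changed by −1.09 ± 0.14 on the log2 scale (edgeR adjusted p = 0.0214). Synpr, a synaptic vesicle protein, changed by −0.91 ± 0.15 and Calb1, the calcium buffer of mature GCs, by −0.91 ± 0.16, each with an edgeR adjusted p of 0.0483. Prox1, the transcription factor that specifies GCs, had a log2 fold change of −1.31 ± 0.27 (edgeR adjusted p = 0.0684) and was lower in all 6 V321L libraries than in any WT library. Of the 12 fits that each left out 1 library, Synpr was called in 6, Calb1 in 5 and Prox1 in 5. The GC list as a whole stood below the other genes by camera (adjusted p = 1.29e-20), while the adjusted p = 0.125 with an estimated correlation between its members. Prox1, Calb1 and Synpr were named by the study from these samples. C1ql3, Tdo2, Stxbp6, Rfx3 and Sema5a were seen in its supplement before the list was fixed. The direction of this list is therefore not independent evidence.

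Markers of CA1 pyramidal cells rose in V321L mice. All 9 measured members of the CA1 pyramidal list were higher, with a median log2 fold change of 1.56, and 4 passed the threshold (8 adjusted over the list alone; camera adjusted p = 1.90e-13, adjusted p = 0.125 with an estimated correlation). Ccn3, a secreted matricellular protein, rose from 10.2 ± 6.77 CPM (SD, n = 6) to 108 ± 83.1 CPM, a log2 fold change of 3.09 ± 0.39 (SE; edgeR adjusted p = 0.0214). Fibcd1 rose by 2.03 ± 0.37 (edgeR adjusted p = 0.0535) and Mpped1 by 1.71 ± 0.32 (edgeR adjusted p = 0.0569). Of the 9 subiculum and neocortex markers, 2 rose over all genes tested (3 adjusted over the list alone), namely the transcription factor Fezf2 (1.24 ± 0.28) and the neurotensin receptor Ntsr1 (2.04 ± 0.46). The list median was 0.80 (camera adjusted p = 0.00559, adjusted p = 0.507 with an estimated correlation), with 0.40 in batch 1 (camera adjusted p = 0.158) and 1.18 in batch 2 (camera adjusted p = 0.00162, adjusted p = 0.530 with an estimated correlation).

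GABAergic interneuron markers rose too, with a list median of 0.56 (camera adjusted p = 6.64e-09, adjusted p = 0.125 with an estimated correlation). Of 20 measured members, 18 had a positive fold change, 4 passed the threshold over all genes and 11 did when adjusted over the list alone. Crhbp, which binds corticotropin-releasing hormone, rose by 1.58 ± 0.20 on the log2 scale (SE; edgeR adjusted p = 0.0217). Sst, the neuropeptide somatostatin, rose from 342 ± 117 CPM (SD, n = 6) to 718 ± 400 CPM (0.92 ± 0.21, edgeR adjusted p = 0.0883). Markers of oligodendrocyte precursors had a median of 0.40 with no member past the threshold over all genes and 3 of 7 higher adjusted over the list alone (camera adjusted p = 0.0108, adjusted p = 0.507 with an estimated correlation).

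Scores of the lists, the mean log2 CPM of their members in each library, gave the size of these shifts per batch. The GC score was 5.66 ± 0.29 (SD, n = 6) in WT and 4.57 ± 0.82 in V321L, a difference of −1.09 that was −0.48 in batch 1 and −1.70 in batch 2. It lay below every WT library in 3 of 6 V321L libraries, all of them in batch 2. The V321L libraries of batch 1, at 5.12 to 5.55, overlapped with WT 11 only, which scored 5.12. The other WT libraries scored 5.64 to 5.99. The CA1 score differed by 1.76, with 1.98 in batch 1 and 1.54 in batch 2, and lay above every WT library in all 6 V321L libraries. The interneuron score differed by 0.52, with 0.33 in batch 1 and 0.71 in batch 2, and lay above every WT library in 5 of 6. A two-sided exact permutation of genotype within batches gave p = 0.005 for each of these 3 scores, the smallest value it can give, and an adjusted p of 0.0388 over 31 lists. Each of the 3 lists was called in all 12 fits that left out 1 library.

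**Figure D2:**
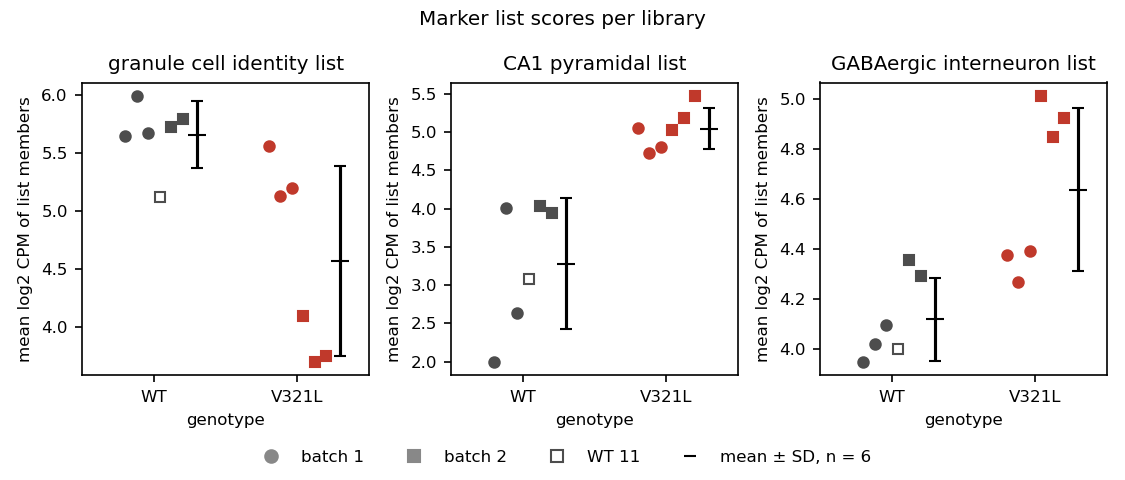
Mean log2 CPM of the members of 3 marker lists in each library, by genotype; circles are batch 1, squares batch 2, the open square is WT 11, and bars give the mean ± SD (n = 6). The GC score was 5.66 in WT and 4.57 in V321L on average, and the CA1 score of all 6 V321L libraries lies above every WT library.

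Among GABA-A receptor subunits the list median was −0.36 (camera adjusted p = 0.00614, adjusted p = 0.507 with an estimated correlation), and 2 of 12 fell over all genes tested, while 6 fell and 1 rose adjusted over the list alone. The list was called in batch 1 (median −0.53, camera adjusted p = 1.84e-04, adjusted p = 0.376 with an estimated correlation) but not in batch 2 (median −0.26, camera adjusted p = 0.355), and the difference between batches was not called with all libraries (camera adjusted p = 0.206) but was without WT 11 (camera adjusted p = 0.0153, adjusted p = 0.755 with an estimated correlation). Its score differed by −0.24, with −0.44 in batch 1 and −0.036 in batch 2 (exact permutation, adjusted p = 0.171). Gabra4 fell from 71.3 ± 6.73 CPM (SD, n = 6) to 39.8 ± 3.24 CPM, a log2 fold change of −0.84 ± 0.10 (SE; edgeR adjusted p = 0.0201) that was −0.82 in batch 1 and −0.86 in batch 2. Gabrb2 fell by 0.67 on the log2 scale (edgeR adjusted p = 0.0954). The fold change of Gabra3 was 1.40 ± 0.39 (edgeR adjusted p = 0.113). Within batches, 0 members of the list rose and 3 fell in batch 1 over all genes tested, while 2 rose and 2 fell in batch 2. Of 70 axon guidance genes, 5 rose and 1 fell over all genes tested (16 and 6 adjusted over the list alone), with a median of 0.27 (camera adjusted p = 2.91e-04, adjusted p = 0.507 with an estimated correlation). The axon guidance score differed by 0.24 (exact permutation, adjusted p = 0.171). Ephb3, an ephrin receptor, rose by 0.87 ± 0.14 (edgeR adjusted p = 0.0483), the semaphorin receptor Plxnd1 by 0.99 ± 0.22 (edgeR adjusted p = 0.0788) and Sema4a by 0.79 ± 0.19 (edgeR adjusted p = 0.0916). In contrast, Sema5a, a member of both this list and the GC list, fell by 1.43 (edgeR adjusted p = 0.0483).

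Transcripts of mitochondrial oxidative phosphorylation encoded in the nucleus went opposite ways in the batches. The list median was 0.15 in batch 1 (camera adjusted p = 0.0517, adjusted p = 0.858 with an estimated correlation), where 48 of 72 members had a positive fold change but the 2 called ones fell, and −0.61 in batch 2 (camera adjusted p = 1.22e-05, adjusted p = 0.675 with an estimated correlation), and the difference was called (camera adjusted p = 1.51e-08, adjusted p = 0.573 with an estimated correlation). Without WT 11 the batch 2 median was −0.088 and not called (camera adjusted p = 0.119). Over both batches the median was −0.29 (camera adjusted p = 0.0850, adjusted p = 0.763 with an estimated correlation). Of 72 members only Cox6a2, a muscle-type subunit of cytochrome c oxidase, passed over all genes tested, and it rose by 1.09 (edgeR adjusted p = 0.0684), while 1 rose and 2 fell adjusted over the list alone. WT 11 had the highest score of this list in its group, 9.0 against 7.82 to 8.23. The list was no longer called without WT 11 (camera adjusted p = 0.635), WT 50 (camera adjusted p = 0.402), V321L 14 (camera adjusted p = 0.419), V321L 15 (camera adjusted p = 0.254) or V321L 19 (camera adjusted p = 0.176). The 3 blood genes had a median of −1.68 (camera adjusted p = 0.0408, adjusted p = 0.507 with an estimated correlation), with 0 passing edgeR over all genes and 2 lower adjusted over the list alone. The blood list was no longer called without V321L 51 (camera adjusted p = 0.131), and within batches it was called in batch 1 (median −2.74, camera adjusted p = 0.00167, adjusted p = 0.376 with an estimated correlation) and not in batch 2 (median −0.45, camera adjusted p = 0.740). With the CA1 score as a covariate the GC, interneuron and GABA-A lists were still called. The CA1 list was not (camera adjusted p = 0.836), which was fixed in advance, since its own members make up that score. The subiculum and neocortex (camera adjusted p = 0.115), axon guidance (camera adjusted p = 0.340), oligodendrocyte precursor (camera adjusted p = 0.889) and ribosomal protein (camera adjusted p = 0.776) lists were not called either.

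The study drew attention to Polycomb repressive complex 2 (PRC2), which deposits the repressive methyl mark on histone H3. With all libraries and over both batches the core subunits did not pass the threshold. Ezh2, the methyltransferase, had a log2 fold change of −0.83 ± 0.24 (SE; edgeR adjusted p = 0.128), Eed of −0.54 ± 0.14 (edgeR adjusted p = 0.107) and Suz12 of −0.57 ± 0.17 (edgeR adjusted p = 0.138). Within batch 1 Suz12 fell by 1.01 (edgeR adjusted p = 0.0297), while in batch 2 its fold change was −0.12 ± 0.15 (edgeR adjusted p = 0.614), and the difference between batches did not pass (edgeR adjusted p = 0.116). WT 11 held 23.1 CPM of Ezh2 and 42.3 CPM of Eed, far above the 5.27 to 9.25 CPM and 16 to 22.2 CPM of the other WT libraries. Without it all 3 passed, at −0.58 (edgeR adjusted p = 0.0750) for Ezh2, −0.38 (edgeR adjusted p = 0.0795) for Eed and −0.64 (edgeR adjusted p = 0.0807) for Suz12. Over all alternatives the adjusted p ran from 0.0298 to 0.971 for Ezh2, from 0.0232 to 0.987 for Eed and from 0.0208 to 0.875 for Suz12. Phf1, an accessory subunit, was the only member of the 11 called over all genes with all libraries, and it rose by 0.54 ± 0.13 (edgeR adjusted p = 0.0916). The PRC2 complex list had a median of −0.21 and was not called by camera (camera adjusted p = 0.264), but was without WT 11 (camera adjusted p = 0.0872). With all libraries it was called by fry, which tests a list against no change rather than against the other genes (fry adjusted p = 0.0203). Over all alternatives the adjusted p of this list ran from that fry value to 0.507 with an estimated correlation. With all libraries it was also called lower within batch 1 (median −0.22, camera adjusted p = 0.0693, adjusted p = 0.376 with an estimated correlation) but not within batch 2 (median −0.12, camera adjusted p = 0.740), and the batches did not differ by test (camera adjusted p = 0.490). The list holds 3 genes the study named from these samples, so its direction is not independent evidence.

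The cell cycle and proliferation list had a median of −0.20 and was not called with all libraries (camera adjusted p = 0.195). It was called without WT 11 (−0.27, camera adjusted p = 0.0178) and without WT 50 (−0.26, camera adjusted p = 0.0445). By labelled sex it was called lower in males (median −0.27, camera adjusted p = 0.0538, adjusted p = 0.800 with an estimated correlation). It was not called in females (camera adjusted p = 0.703), and the sexes did not differ by test (camera adjusted p = 0.602). Over all alternatives its adjusted p ran from 1.35e-04 with the CA1 score as a covariate to 0.763 with an estimated correlation. With all libraries it was not called in batch 1 (camera adjusted p = 0.524) or batch 2 (camera adjusted p = 0.130). Without WT 11 it was called lower in batch 2 (median −0.39, camera adjusted p = 0.00183, adjusted p = 0.565 with an estimated correlation) but not in batch 1 (camera adjusted p = 0.601). That difference was called (camera adjusted p = 0.0560, adjusted p = 0.773 with an estimated correlation). Of 30 members, 1 fell over all genes tested, the replication clamp Pcna at −0.39 ± 0.09 (SE; edgeR adjusted p = 0.0788), and 2 fell adjusted over the list alone. Among 12 genes of immature neurons, 1 fell over all genes, and 2 rose and 4 fell adjusted over the list alone. That list (median −0.34) was not called by camera (camera adjusted p = 0.564) but was by fry (fry adjusted p = 0.0301). Neurod1, a proneural transcription factor, was the member that fell, at −0.99 ± 0.24 (SE; edgeR adjusted p = 0.0916). Its fold change was −0.42 in batch 1 and −1.58 in batch 2. WT 11 held 78.4 CPM of Neurod1 against 33.2 to 48.9 CPM in the other WT libraries, and all 6 V321L libraries lay below every WT library. Of the 13 neural stem cell genes, 1 fell, the transcriptional inhibitor Id4 at −0.70 ± 0.17 (edgeR adjusted p = 0.0916), and the list was not called (median −0.079, camera adjusted p = 0.742). WT 11 held 133 CPM of Id4 against 31.3 to 74.0 CPM in the other WT libraries, while V321L 15 held 73.8 CPM. Fold changes of Id4 and Neurod1 without WT 11 were not recorded.

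Of the remaining genes the study named, Chrm5, a muscarinic acetylcholine receptor, rose from 0.644 ± 0.480 CPM (SD, n = 6) to 4.33 ± 1.16 CPM, a log2 fold change of 2.84 ± 0.46 (SE; edgeR adjusted p = 0.0483), although WT 55 held 1.59 CPM against at most 0.618 CPM in the other WT libraries. Cit, a kinase of cytokinesis, had a fold change of 0.58 ± 0.31 (edgeR adjusted p = 0.317) with all libraries. WT 11 held 43.3 CPM of it against at most 12.9 CPM in the other WT libraries, and without WT 11 Cit rose by 0.94 ± 0.21 (edgeR adjusted p = 0.0621, the lowest of all alternatives, which reached 0.778). Nrg1 itself had 0.752 ± 0.306 CPM (SD, n = 6) in WT and 1.57 ± 1.00 CPM in V321L, a difference that did not pass the test (0.91 ± 0.54, edgeR adjusted p = 0.360). Within batch 2 it was called higher (2.05, edgeR adjusted p = 0.0946), while in batch 1 its fold change was −0.18 (edgeR adjusted p = 0.961). The difference between batches did not pass (edgeR adjusted p = 0.241). Since V321L is a point change, these counts do not check the genotype labels. Erbb4, the receptor of Nrg1, had a fold change of 0.26 ± 0.28 (edgeR adjusted p = 0.603). It was −0.46 in batch 1 (edgeR adjusted p = 0.482) and was called at 0.97 in batch 2 (edgeR adjusted p = 0.0550), and this difference did not pass (edgeR adjusted p = 0.107). In the mm10 assembly Prox1 lies on chromosome 1 at 190118035 to 190170827, Calb1 on chromosome 4 at 15881264 to 15906709, Ezh2 on chromosome 6 at 47530274 to 47595270, Chrm5 on chromosome 2 at 112478733 to 112536361 and Nrg1 on chromosome 8 at 31807452 to 32891609.

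**Figure D3:**
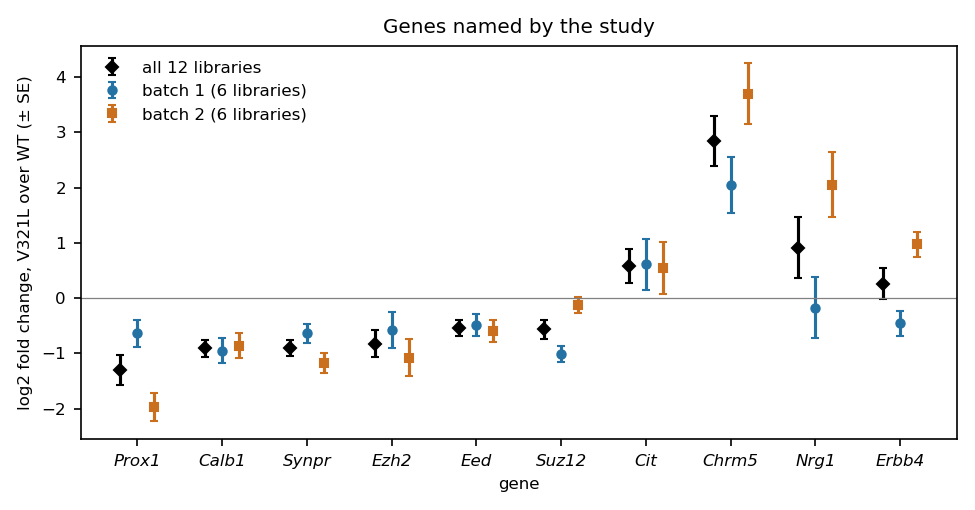
Log2 fold change (V321L over WT, ± SE) of 10 genes the study names, with all 12 libraries and within each sequencing batch of 6. Prox1, Calb1 and Synpr lie below 0 and Chrm5 above 0 in all 3 fits, while Nrg1 and Erbb4 have opposite signs in the batches.

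Among the largest called increases after Ccn3 and Chrm5 were those of Efcab6 (log2 fold change 2.65), Ankrd63 (2.49), the long non-coding RNA Mirt1 (2.34), the heparan sulfate sulfotransferase Hs3st2 (2.30), the orphan receptor Gpr101 (2.23), Lefty2 (2.09) and the myosin heavy chain Myh7 (2.09), most of them at a few CPM. Itgb3bp, a centromere protein, fell by 1.62 on the log2 scale, with 16.4 CPM in WT 11 against 5.57 to 8.26 CPM in the other WT libraries. Pdyn, the precursor of dynorphin peptides in GC axons, fell by 1.60, with −0.49 in batch 1 and −2.78 in batch 2. The remaining largest decreases were Iigp1 (−1.54), Tdo2 (−1.51), the diacylglycerol kinase Dgkh (−1.49), Plekha2 (−1.46), Sema5a (−1.43), Lratd2 (−1.41), Rbis (−1.32) and the condensin subunit Smc4 (−1.31). Iigp1, Dgkh, Itgb3bp and Sema5a were lower in all 6 V321L libraries than in any WT library. Rbis and Smc4 were also far higher in WT 11, at 157 and 21.4 CPM, than in the other WT libraries. All these genes remained called without WT 11, where more genes were called in all. Of the 12 fits that each left out 1 library, Chrm5 was called in 7, Tdo2 in 6, and Mirt1, Pdyn, Iigp1, Lratd2 and Rbis in 3. The others in this paragraph, apart from Ccn3, were called in 4 or 5. C1ql3, Rfx3, Gabra4, Crhbp and Ccn3 were called in all 12 fits that left out 1 library. Some genes named as called in earlier paragraphs also lost their calls with exchanged labels. They were Sst and Plxnd1 (edgeR adjusted p = 0.1045 each), Sema4a (edgeR adjusted p = 0.125) and Phf1 (edgeR adjusted p = 0.107).

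In all, 528 of 21418 genes and loci passed in the genotype comparison with edgeR, at an adjusted p under 0.1 and the fold limit, with 158 higher and 370 lower in V321L. DESeq2 called 3287 and limma-voom 1430, and the log2 pipeline modelled on the study's called 350. With edgeR the count was 293 without a count filter, 234 with upper quartile scaling, 60 at an adjusted p under 0.05, 58 with genotype as the only term and 4 without a batch term. Of the 528, 130 were loci without a gene name. The count dropped to 85 without WT 50, 75 without WT 55, 178 without WT 58, and 12 without WT 12. It was 24 without V321L 53, 33 without V321L 60, 13 without V321L 14, 15 without V321L 15 and 13 without V321L 19. It was 977 without WT 11 (376 higher and 601 lower), of which 475 were shared with the 528. It was 0 without both V321L 14 and V321L 15 (edgeR; 2306 at an unadjusted p under 0.05). It was 264 with the sex labels of V321L 14 and 15 exchanged and 0 with the CA1 score, which itself parts the genotypes, as a covariate (edgeR; 1385 at an unadjusted p under 0.05). The share of higher genes moved from 29.9% to 44.4% with upper quartile scaling and 46.3% with the log2 pipeline modelled on the study's. Of the 31 lists, 10 were called by camera with its preset correlation, 0 with an estimated correlation and 7 by fry.

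**Figure D4:**
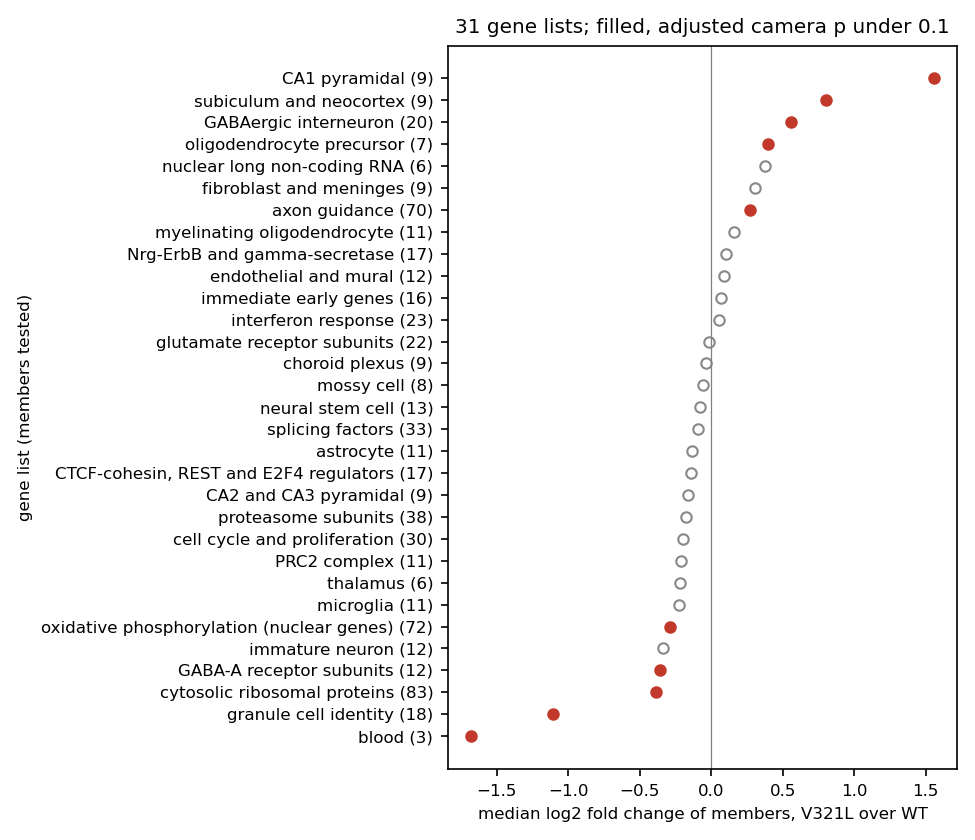
Median log2 fold change (V321L over WT) of the tested members of 31 gene lists, with the number of members in brackets; filled points are lists with an adjusted camera p under 0.1. The GC list (−1.11) and the CA1 list (1.56) lie near the opposite ends of the axis.

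The genotype effect was also computed within each sequencing batch. In batch 1, 545 genes were called with edgeR, 20 higher and 525 lower, and in batch 2, 1505 were called, 635 higher and 870 lower. The batches shared 10 higher and 28 lower genes, where independent lists would share 0.593 and 21.3, and 7 genes were called in opposite directions. Fold changes of the batches correlated with r = 0.237 across all genes, which are not independent replicates. The GC list was called lower and the CA1 and interneuron lists higher in both batches (camera adjusted p from 1.42e-33 to 0.00196). With an estimated correlation the GC list had an adjusted p = 0.378 in batch 1 and an adjusted p = 0.0471 in batch 2, the CA1 list an adjusted p = 0.376 and 0.530, and the interneuron list an adjusted p = 0.376 and 0.150. The GC list also differed between batches, by −1.10 in the median interaction (camera adjusted p = 4.77e-15, adjusted p = 0.175 with an estimated correlation). In batch 2, where the GC list was lowest, the nuclear long non-coding RNAs, a list for RNA quality, were called higher (median 0.67, camera adjusted p = 0.0489, adjusted p = 0.530 with an estimated correlation), with 2 of 6 members called. In batch 1 their median was 0.032 (camera adjusted p = 0.975), the difference was not called (camera adjusted p = 0.111), and the batch 2 call ended without WT 11 (median 0.37, camera adjusted p = 0.114). Cytosolic ribosomal protein genes went opposite ways, with a median of 0.17 in batch 1 (camera adjusted p = 0.0332, adjusted p = 0.858 with an estimated correlation) and −0.96 in batch 2 (camera adjusted p = 4.13e-18, adjusted p = 0.530 with an estimated correlation). The difference was called (camera adjusted p = 9.01e-22, adjusted p = 0.573 with an estimated correlation). No member was called in batch 1 with edgeR, even adjusted over the list alone, while 17 fell in batch 2. The ribosomal protein score of batch 2 differed by −0.84, or −0.48 without WT 11, and the list stayed called lower there without it (median −0.44, camera adjusted p = 1.87e-10, adjusted p = 0.565 with an estimated correlation). Over both batches the list was called lower (median −0.39 over 83 genes, camera adjusted p = 2.09e-05, adjusted p = 0.763 with an estimated correlation) with 0 members called. That call ended without WT 11 (median −0.089, camera adjusted p = 0.138), whose ribosomal protein score of 9.33 lay above the 8.08 to 8.55 of the other WT libraries. The direct test of the difference between batches called 214 genes, 106 with a higher and 108 with a lower fold change in batch 2. Without WT 11 the calls were 2271 in batch 1, 1712 in batch 2 and 1731 for the difference.

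Single libraries set these counts. For batch 1 the count was 87 without WT 50, 17 without WT 55, 288 without WT 58, 295 without WT 12, 1 without V321L 51, 1 without V321L 53, 87 without V321L 60, 143 without V321L 14 and 213 without V321L 19. For batch 2 it was 846 without WT 55, 763 without WT 58, 672 without WT 12, 3268 without WT 13, 968 without V321L 53, 881 without V321L 60, 285 without V321L 14, 431 without V321L 15 and 562 without V321L 19. For the difference between batches it was 4 without WT 50, 37 without WT 55, 0 without WT 58 or WT 12 (edgeR; 2336 and 3038 at an unadjusted p under 0.05), 2 without V321L 51, V321L 53 or V321L 19, 98 without V321L 60, 6 without V321L 14 and 18 without V321L 15.

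The second comparison was between the sexes, which the design balanced within each genotype. With the sex labels as given, edgeR called 0 genes between females and males, with 2157 at an unadjusted p under 0.05 and 218 called by DESeq2. Without V321L 15, 131 genes were called, and without V321L 14, whose label its counts contradict as much, 0 were (edgeR; 1557 at an unadjusted p under 0.05). Without both, 36 were called. With the labels of V321L 14 and 15 exchanged, 7 genes were called. Xist was the higher gene in females, and the Y-linked Ddx3y, Kdm5d, Eif2s3y and Uty and 2 loci without a gene name were lower; these were named after their values were seen.

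The genotype effect was called for 0 genes in males (1206 at an unadjusted p under 0.05; 214 by DESeq2) and for 34 in females, 3 higher and 31 lower, with edgeR and the labels as given. The female count was 6 with the 2 labels exchanged and 0 without WT 11 (edgeR; 3599 at an unadjusted p under 0.05), while the male count was 44 without WT 11 and 45 without WT 50. The female count also moved to 868 without WT 50, 197 without WT 58, 7 without WT 55, 1 without WT 12, 1 without WT 13 and 0 without any of the 6 V321L libraries (edgeR; 2575 to 4376 at an unadjusted p under 0.05). The interaction of genotype and sex, the direct test of a difference between the sexes, called 0 genes with edgeR (989 at an unadjusted p under 0.05; 26 by DESeq2), and 0 with the labels exchanged (edgeR; 1203 at an unadjusted p under 0.05). The GC, CA1 and interneuron lists were called in the same directions in males (medians −1.20, 1.77 and 0.55) and in females (−0.96, 1.21 and 0.56). With an estimated correlation each had an adjusted p = 0.0869 in males, and in females they had an adjusted p = 0.499, 0.410 and 0.448. The GABA-A list was the list with the smallest interaction p (median −0.37, camera adjusted p = 0.00123, adjusted p = 0.229 with an estimated correlation), on labels that 2 libraries contradict.

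The authors' deposited table of corrected log2 values listed 26537 genes, of which 12276 had values and 8557 had 1 value per genotype. Of the 7884 of these tested here, 96.8% had the same sign of difference in the authors' deposited table as in the edgeR fit (r = 0.890 across genes, which are not independent replicates). In the authors' deposited table Prox1 differed by −1.22, Calb1 by −0.89, Synpr by −0.93, Ezh2 by −0.51, Suz12 by −0.57, Cit by 0.96 and Chrm5 by 2.83. The edgeR fit gave 0.58 for Cit and −0.83 for Ezh2 with all libraries, and 0.94 and −0.58 without WT 11.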

Values the study reported

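With corrected p of at most 0.1 and a fold change of at least 1.25 in either direction, the study reported 1,312 dysregulated genes in the dentate gyrus of V321L mice, 664 of them up and 647 down. Among the 664 upregulated genes it counted 126 targets of PRC2 and 81 targets of REST, with 28 in common. By in situ hybridization in the granule cell layer it reported lower signal in V321L for Prox1 (p = 0.02), Calb1 (p = 0.05), Synpr (p = 0.04) and Ezh2 (p = 0.03), higher signal for Cit (p = 0.005) and Chrm5 (p = 0.05), and no significant difference in the area of that layer (p = 0.3429).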

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

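Of the tests in this part, those of the CA1 content and of the other cell lists, of exchanged labels on the batch counts, both tests of the sex labels, the splits balanced within batches, and the splits for sex, its interaction and males were chosen only after the result was seen.

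The first pattern is the lower GC list and higher CA1 list of V321L libraries. Fewer GCs with all other cells in fixed proportion would raise every other marker alike, but the CA1 difference exceeded the mean of the astrocyte (−0.043 ± 0.12, SE), microglia (−0.16 ± 0.19) and myelinating oligodendrocyte (0.089 ± 0.19) differences by 1.80 ± 0.38, which argues against it. If more CA1 tissue in the V321L dissections caused the whole GC fall, libraries of equal CA1 content would have equal GC scores, but with the CA1 score as a term the GC difference went from −1.09 ± 0.25 (SE) to −1.80 ± 0.45, −2.64 to −1.45 when leaving out each library, and the GC list stayed called, with 0 single genes called (edgeR; 1385 at an unadjusted p under 0.05). On the linear scale of CA1 CPM, on which added tissue would act, the difference was −1.13 ± 0.75, and batch 2, whose GC difference was lower than that of batch 1 by a further −1.23 ± 0.30, had 1.19 ± 0.33 times its CA1 gain, both too imprecise to decide where the CA1 score parts the genotypes. More CA1 tissue and an effect of genotype on both cell types therefore cannot be told apart in these libraries. An effect of V321L stays open as untested here, since the study's in situ measurements, which bear on it, were not analysed. Tissue content other than CA1 was not tested. Score differences rose from batch 1 to batch 2 for subiculum and neocortex (0.37 and 0.94), interneurons (0.33 and 0.71) and fibroblasts and meninges (−0.81 and 1.52). For CA2 and CA3 (0.17 and −0.67) and thalamus (0.20 and −0.48) they fell.

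The second pattern is the larger number of genotype calls in batch 2 (1505) than in batch 1 (545), a ratio of 2.76. The depth difference between the batches is argued against, since with every library thinned to the total of the shallowest, WT 11, the ratio was 3.31 (1634 and 493 calls). With the sex labels of V321L 14 and 15 exchanged it was 2.96 (1135 and 384 calls), which argues against those labels as the cause. Without WT 11 the ratio was 0.754 (1712 and 2271 calls), so a candidate explanation is the spread that this library adds to the fit, but without V321L 15 batch 2 also had fewer calls (431 and 485), so the change is not particular to WT 11. A difference between the batches in handling was not tested.

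The third pattern is that V321L 14 and V321L 15 carry Xist and Ddx3y counts against their sex labels. RNA of both sexes mixed in a library would leave both transcripts in it, but the smaller was 0% of the larger in V321L 14 and 0.148% in V321L 15. With the labels exchanged, 12 of 12 libraries went with their label, against 10 before. This outcome was fixed by the counts that raised the pattern, since the 2 libraries went against their labels in opposite ways. Exchanged labels are therefore a candidate explanation that this count does not test. Both libraries are V321L, so such an exchange leaves the genotype groups as they are.

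WT 11 lay apart from the other WT libraries in several measures. A library lay apart in 20 of 130 groups of library measures, list scores and genes named by the size of their change or by the study. Chance sets a library apart in about 5% of independent groups. These groups reuse the same libraries, so their share is not a test against 5%. In 15 of the 20 the library apart was WT 11. Its TMM factor was 0.662 (0.978 to 1.11 in the others), its 10 most abundant features held 17.7% of its count (5.09 to 6.43%), its unnamed loci held 32.9% (10.3 to 13.5%), and its median correlation with its group was 0.572 (0.872 to 0.903). Its list scores were 0.30 for cell cycle (1.21 to 1.61), 2.75 for Nrg-ErbB and γ-secretase (3.19 to 3.46), 2.93 for axon guidance (3.52 to 3.73), 9.33 for cytosolic ribosomal proteins (8.08 to 8.55) and 9.0 for oxidative phosphorylation (7.82 to 8.23). It held 16.4 CPM of Itgb3bp (5.57 to 8.26), 157 of Rbis (58.5 to 90.2), 21.4 of Smc4 (5.01 to 9.75), 23.1 of Ezh2 (5.27 to 9.25), 42.3 of Eed (16 to 22.2) and 43.3 of Cit (5.42 to 12.9). WT 55 lay apart in Chrm5 (1.59 CPM, 0.233 to 0.618 in the others), Efcab6 (1.51 CPM, 0.206 to 0.583) and Plekha2 (61.4 CPM, 30.2 to 36.8), and WT 13 in Mirt1 (2.84 CPM, 0.164 to 1.14). V321L 15 had a median correlation of 0.845 with its group (0.886 to 0.896 in the others).

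The genotype effect differed between batches, tested directly with edgeR, for Pdyn by −2.28 on the log2 scale (adjusted p = 0.0267) and for Tdo2 by −1.50 (adjusted p = 0.0923). Among list members with the smallest p it also differed for Nrg2 by −1.44 (adjusted p = 0.0806), Grin3a by 1.49, Iyd by −3.04 and Prkcd by −3.31 (adjusted p = 0.0923 each) and Srsf10 by 0.76 (adjusted p = 0.0977).

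Other splits of the same libraries were fitted. For genotype, 3 of 100 drawn splits gave at least the 528 calls of the real one, itself included, but these splits were not held to balanced batches. Of 100 drawn splits with 3 libraries of each batch on either side, 2 gave at least 528 calls, the real one included. A random split therefore seldom gave as many calls, but it is not excluded as the source, since 1 of them called more genes than the real one. That split called 2182 genes and differs from the real one in the exchange of WT 58 and V321L 51, which points to a structure of the samples that was not identified. Among splits not held to balance, the highest other called 1318 genes and set WT 50, 55, 58, 11 and V321L 51 and 53 against the rest. Batch was a term of these fits, so within batches this split set WT 11 and V321L 60 apart from the rest of their batch. What gave its calls was not tested. The genotype effect within batches was 545 and 1505 calls, each the highest of 10 splits, with 1 call in the highest other split of either. For the batch interaction, 6 of 100 splits gave at least 214 calls and the highest other gave 5630, so chance was not excluded. For sex and for its interaction with genotype the real split called 0 genes with edgeR (2157 and 989 at an unadjusted p under 0.05; 218 and 26 by DESeq2), so all 100 splits gave as many, and the highest others gave 4461 and 9090. The first set WT 50, 55 and 11 and V321L 51, 53 and 60 against the rest. With batch as a term, this set WT 11 and WT 58 apart from the rest of their batch. What structure of the samples gave the calls of either split was not tested. Males gave 0 calls with edgeR (1206 at an unadjusted p under 0.05; 214 by DESeq2) and females 34, against 3 in the highest other split of each, with 10 and 1 of 10 splits as large. A set of 10 splits is too few for a share under 0.05 within a sex or a batch.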

How the results depend on the processing

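Exchanging the sex labels of V321L 14 and 15, leaving out both, leaving out WT 11 with exchanged labels, and list tests within batches without WT 11 were chosen only after the data were seen, and the other alternatives were planned. Across all alternatives 157 counts of calls stayed within 1.5 times and 198 moved, while list results kept direction and side of the threshold in 860 cases, weakened in 37, strengthened in 32 and reversed in 32, and those of named genes in 1407, 527, 62 and 3. Where a result changed, the cause was not tested, except that leaving out V321L 14 and 15 removes libraries and leaves 1 V321L library in batch 2, which is assumed to vary like the others. limma on the deposited corrected values was not run, because its values are fitted and vary within genotypes in 2 of 9 possible dimensions. No paired analysis was possible because the groups share no replicate numbers. Scaling moved the median log2 fold change of all genes from −0.068 (TMM) to −0.080 (RLE) and −0.026 (upper quartile), and the 14961084 counts of WT 11 limit what could be detected for low genes.

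For genotype the higher and lower calls were 158 and 370. They were 95 and 198 without a count filter, 1018 and 2269 with DESeq2, 104 and 130 with upper quartile scaling, 370 and 1060 with limma-voom, 162 and 188 with the log2 pipeline, 27 and 31 with genotype only, 0 and 4 without a batch term (edgeR; 2159 at an unadjusted p under 0.05), 23 and 37 at an adjusted p under 0.05, 97 and 167 with exchanged labels and 336 and 527 with WT 11 left out and labels exchanged. They were 0 and 0 with the CA1 covariate (edgeR; 1385 at an unadjusted p under 0.05) and without V321L 14 and 15 (2306). Leaving out each library gave 4 to 376 higher and 8 to 616 lower.

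For sex, with 0 and 0 calls, there was 1 higher without a count filter, 183 higher and 35 lower with DESeq2, 1 and 6 with exchanged labels, 30 and 6 without V321L 14 and 15, and 1 and 6 with WT 11 left out and labels exchanged, and leaving out each library gave 0 to 128 and 0 to 3. The interaction of genotype and sex gave 10 and 16 with DESeq2, and 0 to 0 each way when leaving out each library. Males gave 120 and 94 with DESeq2 and 27 and 4 with WT 11 left out and labels exchanged, and 0 to 36 and 0 to 33 when leaving out each library. Females, with 3 and 31, gave 7 and 52 with RLE, 0 and 0 without a count filter, 972 and 2372 with DESeq2, 0 and 0 at an adjusted p under 0.05, 0 and 6 with exchanged labels, 0 and 0 without V321L 14 and 15, 0 and 0 with WT 11 left out and labels exchanged, and 0 to 97 and 0 to 771 when leaving out each library.

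Batch 1, with 20 and 525, gave 12 higher without a count filter, 373 and 1631 with DESeq2, 3 and 197 at an adjusted p under 0.05, 10 higher with exchanged labels, 0 and 0 without V321L 14 and 15, 493 and 1628 with WT 11 left out and labels exchanged, and 0 to 565 and 1 to 1706 when leaving out each library. Batch 2, with 635 and 870, gave 1687 and 2816 with DESeq2, 282 and 336 at an adjusted p under 0.05, 0 and 0 without V321L 14 and 15, and 120 to 1158 and 165 to 2110 when leaving out each library. The batch interaction, with 106 and 108, gave 16 and 23 without a count filter, 1327 and 1147 with DESeq2, 3 and 8 at an adjusted p under 0.05, 49 and 56 with exchanged labels, 0 and 0 without V321L 14 and 15, 945 and 729 with WT 11 left out and labels exchanged, and 0 to 959 and 0 to 772 when leaving out each library. Of 31 lists, 10 were called by camera, 0 with an estimated correlation, and 9 to 13 when leaving out each library.

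Direction reversed in these cases, where a list value is its median and the reversal is that of the test. With the CA1 covariate it did for Ankrd63 (−0.0099), Gpr17 (−0.18), and the lists of Nrg-ErbB and γ-secretase (−0.13), oxidative phosphorylation (0.18), proteasome (0.019), interferon response (−0.25), immediate early genes (−0.15), thalamus (−0.072), myelinating oligodendrocytes (−0.19) and endothelial and mural cells (−0.17). Without V321L 14 and 15 it did for Erbb4 (−0.036) and the lists of oxidative phosphorylation (−0.051), CA2 and CA3 (−0.24), choroid plexus (−0.15), microglia (0.0092) and fibroblasts and meninges (0.072). With WT 11 left out and labels exchanged it did for oxidative phosphorylation (0.072), proteasome (0.048), choroid plexus (−0.20) and fibroblasts and meninges (0.073). With the log2 pipeline it did for immature neurons (−0.072), choroid plexus (−0.089) and astrocytes (−0.10), and for astrocytes also with upper quartile scaling (−0.094) and limma-voom (−0.10). Leaving out 1 library reversed oxidative phosphorylation (0.026), proteasome (0.030) and fibroblasts and meninges (−0.038) without WT 11, CA2 and CA3 (−0.25) and astrocytes (−0.19) without WT 13, astrocytes also without WT 55 (−0.15) and WT 58 (−0.16), choroid plexus (−0.17) without WT 12, and thalamus without V321L 51 (−0.34) and V321L 53 (−0.28). Over the 12 fits that left out 1 library, these medians ranged from −0.40 to 0.026 for oxidative phosphorylation, −0.29 to 0.030 for proteasome, −0.57 to −0.0011 for the CA2 and CA3 pyramidal list, −0.34 to −0.080 for thalamus, −0.19 to 0.20 for choroid plexus, −0.19 to −0.091 for astrocytes and −0.038 to 0.67 for fibroblasts and meninges.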

Other observations

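The study also discusses regulators beside PRC2. The 17 genes of CTCF-cohesin, REST and E2F4 had a median of −0.14. With all libraries they were not called by camera (camera adjusted p = 0.152) but were by fry (fry adjusted p = 0.0218). They were called by camera without WT 11 (camera adjusted p = 0.0279), WT 50 (camera adjusted p = 0.0650) or V321L 51 (camera adjusted p = 0.0948). With all libraries they were called lower within batch 1 (median −0.12, camera adjusted p = 0.0517, adjusted p = 0.566 with an estimated correlation) and not within batch 2 (median −0.086, camera adjusted p = 0.473). Over all alternatives the CTCF-cohesin, REST and E2F4 regulators list had an adjusted p from 0.0132 to 0.507. Of them, 1 fell over all genes, the histone deacetylase Hdac2 at −0.63 (edgeR adjusted p = 0.0770), and 5 adjusted over the list alone. The list score differed by −0.19 with an exact permutation p = 0.005, the smallest possible, and an adjusted p of 0.0388. Among 33 splicing factors only Srsf10 passed over all genes, at −0.68 (edgeR adjusted p = 0.0725), with −1.06 in batch 1 and −0.30 in batch 2, and the list was not called (median −0.091, camera adjusted p = 0.564). In the immediate early list (median 0.070, camera adjusted p = 0.303) the nuclear receptor Nr4a2 rose by 0.73 (edgeR adjusted p = 0.0641).

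Astrocyte markers had a median of −0.13 (camera adjusted p = 0.884), with the folate enzyme Aldh1l1 higher by 0.39 (edgeR adjusted p = 0.0745). Microglia (−0.22), myelinating oligodendrocytes (0.16), endothelial and mural cells (0.088), Nrg-ErbB and γ-secretase genes (0.10) and glutamate receptor subunits (−0.015, with a mean of 0.096 and the test upward) each had a camera adjusted p of 0.415 over both batches. Within batches, microglia had a median of 0.13 in batch 1 (camera adjusted p = 0.343) and were called lower in batch 2 (−0.52, camera adjusted p = 0.0489, adjusted p = 0.530 with an estimated correlation, and 6 of 11 members called lower when adjusted over the list alone), as they were without WT 11 (−0.29, camera adjusted p = 0.0170). Their batch interaction was called (camera adjusted p = 0.0150, adjusted p = 0.438 with an estimated correlation). Myelinating oligodendrocytes were called higher in batch 1 (0.35, camera adjusted p = 0.0460, adjusted p = 0.715 with an estimated correlation) and not in batch 2 (−0.13, camera adjusted p = 0.740), with a called interaction (camera adjusted p = 0.0912, adjusted p = 0.800 with an estimated correlation). Fibroblast and meninges markers (median 0.30, camera adjusted p = 0.415) went opposite ways in the batches, with −0.81 in batch 1 (camera adjusted p = 4.57e-04, adjusted p = 0.376 with an estimated correlation) and 1.54 in batch 2 (camera adjusted p = 1.08e-05, adjusted p = 0.406 with an estimated correlation). The batch interaction of that list had a median of 2.13 (camera adjusted p = 3.82e-11, adjusted p = 0.175 with an estimated correlation), and over both batches the proteoglycan Ogn fell by 1.07 (edgeR adjusted p = 0.0954). CA2 and CA3 markers (−0.16, camera adjusted p = 0.665), mossy cells (−0.058 with the test upward, camera adjusted p = 0.621), thalamus (−0.22 with the test upward, camera adjusted p = 0.742) and choroid plexus (−0.039 with the test upward, camera adjusted p = 0.626) were not called over both batches. In batch 2 CA2 and CA3 markers were called lower (−0.49) and choroid plexus higher (0.97), each with a camera adjusted p of 0.0979. These calls were lost with an estimated correlation (adjusted p = 0.583 and 0.530) and without WT 11, where the medians were −0.47 and 0.82 (camera adjusted p = 0.114 and 0.126). Their batch interactions were called too (camera adjusted p = 0.0237 and 0.0252, adjusted p = 0.573 and 0.438 with an estimated correlation). Both interactions stayed called without WT 11 (camera adjusted p = 0.0560 each, adjusted p = 0.773 and 0.755 with an estimated correlation). Proteasome subunits (−0.17, camera adjusted p = 0.202), interferon response genes (0.052, camera adjusted p = 0.564) and nuclear long non-coding RNAs (0.37, camera adjusted p = 0.303) were not called over both batches either. Proteasome subunits were called lower in batch 2 (−0.44, camera adjusted p = 0.00141, adjusted p = 0.675 with an estimated correlation), which ended without WT 11 (−0.13, camera adjusted p = 0.270), and their batch interaction was called (camera adjusted p = 3.79e-05, adjusted p = 0.573 with an estimated correlation).

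The precursor of ribosomal RNA, Rn45s, chosen after its values were seen, took 1.92% of the count of WT 11 and a median of 0.276% in the other libraries.

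The corrected table has 5 WT columns where the count table has 6. A candidate explanation, tested after the values were seen, is that WT 11 is the WT female the study left out. The WT columns fall into 3 sets of equal values and the V321L columns into 4, and the V321L sets have the sizes of the sex by batch cells of the labels. Of the 3 WT females, 1 leaves cells of the sizes of the WT sets when absent, WT 11, while leaving out WT 55 or WT 58 gives 4 cells. This reading was not used to give any column a library or to choose the libraries of a fit.

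The number of called genes is not set against the count quoted from the study above, since the correction of p differs and the left-out library was not assigned.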
